# The dominant follicle: the final frontier in bovine oocyte development

**DOI:** 10.1590/1984-3143-AR2025-0071

**Published:** 2025-08-18

**Authors:** Lais Barbosa Latorraca, Antonio Galvão, Julietta Maria D’Augero, Gavin Kelsey, Noof Abdulrahman Alrabiah, Trudee Fair

**Keywords:** dominant follicle, oocyte competence, RNA sequencing, DNA methylation

## Abstract

The acquisition of oocyte competence in cattle, encompassing both cytoplasmic and nuclear maturation, is essential for successful fertilization and embryonic development. This competence is progressively achieved during the latter stages of the oocyte growth phase and completed within the dominant follicle (DF). The unique hormonal and immunological environment of the DF during oestrous supports oocyte “capacitation,” a process involving organelle reorganization, mRNA storage and meiosis resumption, which fully prepares the oocyte for fertilization. These changes differentiate oocytes from the DF from those of subordinate follicles, explaining why only oocytes from the DF mature and ovulate successfully. Despite advances in assisted reproductive technologies like in vitro maturation (IVM) and in vitro fertilization (IVF), developmental outcomes remain inferior compared to in vivo matured oocytes, largely due to incomplete or altered oocyte maturation *in vitro*. Blastocyst rates after IVM/IVF are substantially lower (~35%) than those from *in vivo* matured oocytes (58-78%). The heterogeneity of oocytes retrieved from antral follicles and the lack of exposure to the natural follicular environment during IVM are key factors limiting developmental competence. Here we describe the molecular changes in bovine oocytes from DFs, collected at 24 and 2 h before ovulation without ovarian stimulation, using single-cell RNA sequencing and bisulfite sequencing to assess gene expression and DNA methylation dynamics. Results revealed significant shifts in transcripts related to oxidative phosphorylation, highlighting the crucial role of energy metabolism during oocyte capacitation. DNA methylation changes were subtle but indicated a more dynamic and less stable epigenome in fully-grown oocytes than previously assumed. Overall, understanding the gene expression and epigenetic landscape during oocyte maturation in the DF offers valuable insights into improving oocyte quality and ART outcomes in cattle. Optimizing the maturation environment to better mimic natural follicular conditions could enhance reproductive efficiency in bovine production systems.

## Introduction

The development of mammalian oocytes and follicles is characterised by a progressive series of molecular and morphological changes ultimately leading to a competent oocyte capable of being fertilized and supporting embryonic development for a review see (Fair, 2010; Fair and Lonergan, 2023; Hyttel et al., 1997). The final period of oocyte development within an antral follicle is particularly critical for the acquisition of oocyte competence and involves cessation of transcription, organelle reorganisation, mRNA storage, and in an ovulatory follicle, the resumption of meiosis (Fair and Lonergan, 2023; Telfer et al., 2023). Oocyte competence is dependent on completion of cytoplasmic and nuclear maturation. Cytoplasmic maturation involves the reorganisation of the cytoskeleton and organelles (Assey et al., 1994; Hyttel et al., 1997), a process orchestrated by microtubules and microfilaments (Li and Albertini, 2013). Nuclear maturation, begins with the resumption of meiosis I, characterised by germinal vesicle breakdown (GVBD) and proper chromosome alignment during spindle formation, critical for normal chromatin segregation and progression to metaphase II (Harasimov et al., 2023). The maturation environment has the greatest impact on developmental outcome, for example, in vitro maturation (IVM), is the rate limiting step in embryo production in vitro (IVP). Irrespective of the embryo culture environment, blastocyst development rates of *in vivo* matured oocytes are far higher than those of oocytes derived by IVM and IVF (Lonergan and Fair, 2008). The heterogeneity of the population of aspirated antral follicle oocytes appears to be the key contributor to the disparity in success of oocytes aspirated from antral follicles and submitted to IVP, compared to those matured and fertilized *in vivo* (Sirard and Blondin, 1996; van Blerkom, 1990). Fully competent oocytes are believed to have achieved ’cytoplasmic maturation’ (Barnes, Sirard, 2000), or been exposed to the capacitating actions of the dominant follicle (DF) (Hyttel et al., 1997).

In general, cattle have a 21-day oestrous cycle characterised by 2-3 waves of follicle growth. During each wave one follicle outgrows the others. The term follicle dominance was coined to describe the first day of the oestrous cycle that the largest follicle in a wave is at least 1 to 2 mm larger than the next largest follicle and subordinate follicles in the same wave cease growing. (Mihm et al., 1997; Sunderland et al., 1994). Follicle diameter deviation occurs when the follicles reach ~8.5 mm (Adams et al., 2008; Gomez-Leon et al., 2023). During the bovine oestrous cycle, only oocytes from the DF undergo maturation, resulting in the ovulation of one competent oocyte per cycle. The ultrastructure of the nucleus and cytoplasm of oocytes retrieved from developing DF is significantly modified compared to that of oocytes from subordinate follicles (Assey et al., 1994). The term “oocyte capacitation” was suggested to reflect that the oocyte reaches its full capacity during this phase of development (Hyttel et al., 1997), a phase that most oocytes submitted to IVM/IVP do not experience.

Understanding the dynamic changes occurring in the DF and the COC within, is crucial for improving outcomes for assisted reproduction technologies (ART). Here we highlight key features and discuss their potential contribution to oocyte developmental competence.

## Heterogeneity of antral follicle oocytes

Oocyte quality determines successful fertilisation and development to the blastocyst stage. Despite their value in genetic breeding programmes and continuous refinement, blastocyst and pregnancy rates in IVP systems remain low, with oocyte maturation identified as a critical bottleneck (Jiang et al., 2023; Lonergan and Fair, 2016; Luciano and Sirard, 2018). Many research laboratories base their studies on oocytes aspirated from 3 to 6 mm follicles on ovaries collected at local abattoirs, which coupled with oocyte pooling, makes tracking the origin of analysed oocytes difficult. Moreover, the blastocyst development rates of 2-cell embryos derived by IVM/ IVF (Hoelker et al., 2017; Rizos et al., 2002) plateau at 35-40% compared to 58 to 78% from *in vivo* matured oocytes. Factors such as donor age, follicle diameter, stage of oocyte growth/oocyte diameter and COC morphology all impact the oocyte’s ability to achieve competence (see thorough review (Walker and Biase, 2020). Even when oocytes are selected for IVP from similar-sized follicles, variation in their developmental competence has long been recognised (Sirard and Blondin, 1996; van Blerkom, 1990), due to the prevalence of atresia among most of these follicles (Kruip and Dieleman, 1982). Many molecular analyses of oocytes, cumulus cells, follicular fluid, theca and granulosa cells describing factors correlated with competence have been published. Much of this research involves pools of oocytes aspirated from 3 to 6 mm follicles on ovaries sourced at local abattoirs, therefore tracking the origin of analysed oocytes and elucidating physiologically relevant information is difficult (Walker and Biase, 2020). In general, most studies show that oocytes collected from larger follicles produce more blastocyts *in vitro* (Blondin et al., 1997; Lonergan et al., 1994). Nevertheless, access to rapidly evolving single cell transcriptomic, proteomic and metabolomic technologies is enabling great strides in our understanding; a modified single-cell multi-omics approach was employed recently to analyse the transcriptome, DNA methylome and chromatin accessibility of individual oocytes and their cumulus cells collected from small (<3 mm), medium (3-8 mm), and large (>8 mm) bovine antral follicles and compared to *in vivo* derived MII stage oocytes (Zhang et al., 2024). Interestingly, correlation analysis of the transcriptomic data showed that oocytes from large follicles were more similar to *in vivo* metaphase II oocytes than those from small and medium follicles. Moreover inflammation, DNA damage and p53 signaling pathways were enriched in oocytes from the smallest follicles. The Authors reported little difference in oocyte diameter regardless of follicle size, suggesting that all oocytes had more or less completed their growth phase. Considering the greater developmental potential of oocytes from larger follicles and an earlier report of upregulated expression of inflammatory pathways in atretic follicles compared to healthy follicles (Hatzirodos et al., 2014), one could speculate that most small follicles and the oocytes within are atretic, highlighting again the value of interrogating the external and internal environment of the DF and it’s impact on the molecular profile of the COC within, to refine ART protocols and media.

## Endocrine environment of the dominant follicle

Hormonal regulation of the oestrous cycle is dependent on a positive and negative feedback circuit between the hypothalamus, the anterior pituitary, the ovaries and the uterus. Gonadotrophin-releasing hormone (GnRH) produced and released by the hypothalamus regulates the secretion of the gonadotrophs, follicle-stimulating hormone (FSH) and luteinising hormone (LH) from the anterior pituitary (Schally et al., 1971). Two to three waves of follicle growth are stimulated by a transient rise in FSH per oestrous cycle, while the subsequent decline in FSH stimulates development of the DF during a wave (for review, see (Ireland et al., 2000), such that each wave is characterised by follicle emergence, selection and dominance. The regression of the corpus luteum (CL) in response to prostaglandin (PGF) secretion from the uterus (Hansel and Echternkamp, 1972), during the follicular phase of the oestrous cycle leads to basal systemic progesterone (P4). The parallel rapid growth of and increasing estradiol (E2) secretion by -the pre-ovulatory DF induces a surge in GnRH which in turn induces a coincidental LH and FSH surge (Sunderland et al., 1994). The DF ovulates when serum P4 levels are basal and LH pulses occur every 40-70 min for 2-3 days (Channing et al., 1980). However, within the DF, follicular fluid P4 concentration almost trebles following the LH surge increasing from~ 60ng/mL to ~170ng/ml (Abdulrahman Alrabiah et al., 2021). Following ovulation, the CL forms from the ovulated follicle, the granulosa and theca cells of the ovulated DF luteinise and produce P4 (Smith et al., 1994). While recurrent waves of follicle development continue during the luteal phase of the oestrous cycle, the DF does not ovulate due to the suppressive negative feedback effect of P4 on the frequency of LH pulses (Gomez-León et al., 2020). Progesterone during the growth of the ovulatory follicle is important for oocyte quality, the first follicular wave is characterised by low circulating P4 output by the developing CL, therefore first wave ovulations are associated with the recovery of less transferable embyros following superstimulation (Nasser et al., 2011; Rivera et al., 2011) and lower pregnancies per AI in lactating dairy cows (Denicol et al., 2012), which were overcome by intravaginal P4 supplementation.

Oestradiol concentrations are higher in the follicular fluid of the DF compared to that of subordinate follicles of the same wave (Fortune et al., 2001; Ireland and Roche, 1983; Mihm et al., 1997; Sunderland et al., 1994). The concentration increases as DF growth continues, reaching concentrations greater than 1 μg/mL in preovulatory follicular fluid (Fortune and Hansel, 1985). The synthesis of E2 is dependent on the production of androgens by theca cells which diffuse into granulosa cells where they are aromatised (Fortune and Quirk, 1988). During antral follicle development the granulosa cells of the follicle undergoing selection express LH receptors (Ireland and Roche, 1982). Following the LH surge, granulosa cell LH receptor binding of LH is pivotal to the induction of ovulation, initiating a switch from E2 to P4 production within 6 h of oestrus (Dieleman et al., 1983), propagating the EGF-signaling cascade essential to oocyte resumption of meiosis and the formation of the CL (for review see (Richani and Gilchrist, 2018). During the final 24 h before ovulation, the ratio of E2:P4 dramatically changes from 45:1 to almost 1:1 (Fortune and Hansel, 1985). This profound change in follicular fluid steroid concentration during the critical period of oocyte maturation may influence the subsequent competence of the ovulated oocyte to support fertilization and early embryo development (Aardema et al., 2013; Fair and Lonergan, 2012)

Both the health status and the metabolic status of the cow may alter the steroidogenic capacity of the DF by affecting cholesterol transport into the mitochondria to initiate steroidogenesis, evidenced by reduced systemic E2 and P4 concentrations in cows with uterine disease (Seekford et al., 2025) and in lactating cows compared to non-lactating dairy heifers and in nutrient restricted beef heifers compared to their counterparts on a non-restricted diet (Walsh et al., 2012a). The metabolic response of cows to milk production varies for many reasons, some animals experience severe loss of body condition in the early post-partum period. A recent study reported lower IGF1 and E2 concentrations in the follicular fluid at 7 weeks after calving along with reduced granulosa cell mRNA expression of genes associated with DF competence, including *CYP19A1*, *NR5A2*, *IGF1*, and *LHCGR*, in the DF of a synchronised follicular wave in cows that experienced a 1 point loss in body condition score compared to cows that sustained a more moderate loss in condition (Alemu et al., 2024). Similarly, exposure of high yielding dairy cows to summer heat stress during the early post-partum period can aggravate body condition loss resulting in smaller DF with lower follicular fluid glucose, IGF-1, NEFA, urea and total cholesterol concentrations (Shehab-El-Deen et al., 2010). The bioavailability of IGF-1, was previously associated with the growth, proliferation and steroidogenic capacity of the future DF (Canty et al., 2006; Mihm et al., 2000). Strong negative correlations between follicular fluid concentrations of E2 and the low MW IGF-binding proteins (IGFBP) suggest their potential role in regulating intrafollicular availability of free IGF1, (Spicer, 2004).

## Immune cells and cytokine profile

The importance of the immune system as a key mediator of ovarian function was recognised several decades ago (Espey, 1980). Within hours of the pre-ovulatory LH surge, the modest population of resident leukocytes in the ovary expands dramatically as leukocytes, primarily from circulating blood and the spleen, invade the ovary. In rats, the scale of the invasion was quantified as a doubling of the ovarian leukocyte population (Oakley et al., 2010). Infiltrating leukocytes are involved in many different aspects of ovulation; from amplifying inflammatory signals, follicular wall degradation, stimulating tissue remodelling and facilitating tissue repair post ovulation (Duffy et al., 2019; Fair, 2015). Pre and peri-ovulatory bovine follicles host a broad repertoire of immune cells, including T-cells, granulocytes and monocytes, moreover CD11c-CD172a+ cells, previously described as monocyte-derived dendritic cells (MoDC) (Palmer et al., 2009), were localized in the theca layers of bovine pre- and peri-ovulatory follicles in extraordinarily high numbers (>350 cells/mm^2^) (Abdulrahman Alrabiah et al., 2021). Previously, ablation of CD11c+ cells by diphtheria toxin administration to CD11c-diphtheria toxin receptor transgenic mice indicated a pivotal role for putative MoDC in the ovulation process (Cohen-Fredarow et al., 2014). More importantly, the Authors reported that cumulus oocyte complexes were unexpanded, showed limited mucification and remained trapped within luteinizing follicles and inflammation-associated genes were significantly upregulated in ovarian tissue.

In parallel with immune cell profiling of the bovine pre- and peri-ovulatory follicles, we simultaneously quantified the concentration of multiple cytokines in the follicular fluid (Abdulrahman Alrabiah et al., 2021). While the concentrations of several cytokines fell below the sensitivity of the assay, CXCL10, VEGFA, IL10, IL36RA, CCL2, CCL3, CCL4 and IFNG were detected and quantified. Of note, IL10 and VEGF-A represented the most concentrated cytokines in pre-ovulatory and CXCL10 in peri-ovulatory -follicular fluids. It is likely that the large population of MoDC recruited to the ovulatory follicle is the source of CXCL10. The concentrations of CCL2, CCL3 and CCL4 were notably high; they interact with the neutrophil expressed receptors, CCR1, (CCL3 and CCL4, (Sanz and Kubes, 2012)) and CCR2 (CCL2, (Johnston et al., 1999)), and are therefore likely to guide neutrophil recruitment to the DF prior to the LH surge (Abdulrahman Alrabiah et al., 2021). *VEGF* is expressed by theca, granulosa and luteal tissue cells (Abdulrahman Alrabiah et al., 2021; Chowdhury et al., 2010; Stouffer et al., 2007; Walsh et al., 2012b). It is chemotactic for monocytes, macrophages and endothelial cells and plays a regulatory role in angiogenesis (Ferrara and Davis-Smyth, 1997). Monocytes, macrophages and neutrophils produce VEGF (Gargett and Rogers, 2001; McLaren et al., 1996), and macrophage VEGF production is upregulated in response to hCG or LH (Guimerà et al., 2009). Thus it is likely that the endocrine and immunological conditions within the DF amplify VEGF synthesis in the DF/ ovulatory follicle where it’s key role is likely in CL formation (see reviews by (Reisinger et al., 2007; Shirasuna et al., 2013). It is also interesting to note that human follicular fluid VEGF-A and CXCL-6 concentration was reported to strongly correlate with oocyte maturity from the mid-antral to preovulatory stage and could be used in combination to predict oocyte maturity during IVF (Chen et al., 2023).

## Metabolomic constituents

An appropriate biochemical environment is essential to optimal oocyte development and maturation in vivo or in vitro. Follicular fluid metabolites include the hormones, growth factors and cytokines highlighted above and include amino acids, lipids, carbohydrates, nucleotides, and other small molecules derived from serum and the metabolic activity of granulosa, theca and immune cells in the DF/peri-ovulatory follicle (Fortune et al., 2004; Gosden et al., 1988). They are also proposed to protect the oocyte against proteolysis and provide the necessary intracellular metabolites for ovulation (Da Broi et al., 2018). The modulation of follicular fluid constituents during follicle development suggests a progressive adaptation to provide the appropriate microenvironment to promote oocyte quality and subsequent developmental competence (Bender et al., 2010; Forde et al., 2016; Leroy et al., 2011; Matoba et al., 2014). This is particularly important during the peri-ovulatory period when the energy requirements to drive oocyte meiotic resumption and maturation must be met (Dumesic et al., 2015). Engaging high throughput untargeted liquid chromatography tandem mass spectroscopy, we identified over 600 metabolites in pre- (24 h) and peri- (2h) ovulatory follicular fluid, comprising: lipids (37.1%), amino acids (30.0%), xenobiotics (11.5%), nucleotides (6.8%), carbohydrates (4.4%), cofactors and vitamins (4.4%), peptides (3.6%) and energy substrates (2.1%) (Abdulrahman Alrabiah et al., 2023). The qualitative metabolomic profiles were 99% identical, however 10% of total metabolites were significantly modulated during the final 24 h ovulatory period. The differences were primarily due to flux in lipid (43.3%) and amino acid (28.4%) concentrations with some dramatic change in a few metabolites: Hypoxanthine and xanthine exhibited the greatest reduction (98.9- and 65.7- fold, respectively), while retinal, 1-methyl-5-imidazoleacetate and isovalerylcarnitine (4.9, 2.7 and 2.7 -fold, respectively), the greatest corresponding increases. Hypoxanthine is an established inhibitor of the resumption of oocyte meiotic maturation in cattle (Kadam and Koide, 1990) and mice (Downs et al., 1986; Eppig et al., 1985), and has also been identified in human, porcine and caprine follicular fluid (Lavy et al., 1990; Ma et al., 2003; Miyano et al., 1995, respectively). The depletion of hypoxanthine and associated compounds in follicular fluid by 2 h pre-ovulation reflects the culmination of LH activated signaling cascades within the preovulatory follicle leading to the release of the oocyte from meiotic arrest.

Polyunsaturated fatty acids (PUFA) are bioactive lipids with immunomodulatory properties; ω-3 PUFA and ω-6 PUFA are generally considered anti-inflammatory and pro-inflammatory, respectively (Michalak et al., 2016), and were jointly the most abundant metabolite. In cattle, follicular fluid ω-3 PUFA α-linoleic acid levels are associated with oocyte competence to form blastocysts in vitro (Matoba et al., 2014), possibly due to scavenging reactive oxygen species (ROS) ((Marei et al., 2012). Other stable constituent antioxidants identified in FF include carotenes, glutathione, urate, and ascorbic acids (Vitamin C). Polyunsaturated fatty acids are precursors to prostaglandin (PG) synthesis, particularly arachidonic acid which may be converted by granulosa cells to PGE2 and PGF2α (Algire et al., 1992). The synthesis of proinflammatory PG begins 18-24 h after GnRH administration (Bridges et al., 2006), prostaglandins E2 (PGE2) and F2 alpha (PGF2α) were first detected in FF at 2h pre-ovulation (Abdulrahman Alrabiah et al., 2023). The fine balance of controlling inflammation yet maintaining an immunoactive environment within the pre-ovulatory follicle is further exemplified by a parallel increase in retinal (4.9-fold). Retinal is one of three Vitamin A (or retinoid) forms, retinoids are generally considered anti-inflammatory (Huang et al., 2011), they act on cells of both the innate and adaptive immune systems (Oliveira et al., 2018). It is presumed that granulosa cells take up retinol and convert it to retinal and retinoic acid (RA) within the follicle (Liu et al., 2018), where it may act as an antioxidant (Ikeda et al., 2005), and or contribute to the regulation of steroidogenesis (for review see (Damdimopoulou et al., 2019). Supplementation of oocyte IVM medium with RA improved bovine IVP blastocyst development rates (Lima et al., 2006; Livingston et al., 2004), possibly associated with improved oocyte meiotic maturation (Gad et al., 2018). Metabolomic data sets provide a rich resource for refinement of oocyte or follicle *in vitro* culture systems.

## Transcriptome and DNA methylome landscape

Advanced RNA and DNA sequencing technologies have become indispensable to multi-omic approaches to explore follicle and oocyte genomics under various conditions. RNA seq analysis of the temporal changes in dominant follicle theca and granulosa cell gene expression at distinct stages of dominant follicle development, including selection, differentiation and the peri-ovulatory period revealed dramatic changes in the transcriptomes of both tissue types at each stage (Walsh et al., 2012a). In particular, genes within the biosynthesis of steroids pathway and genes reflective of the dynamic flux in the immune cell population during DF differentiation and luteinisation were temporally expressed in the transcriptomes of theca and granulosa cells (Walsh et al., 2012a, b); immune pathways related to leucocyte extravasation and chemotaxis were over-represented in theca cells, whereas immune pathways related to inflammation and innate immune response were over-represented in granulosa cells. Notably, both profiles were influenced by the physiological status of lactation, highlighting the potential contribution of an impaired inflammatory process during ovulation to compromised peri-ovulatory follicle function in metabolically challenged animals (Walsh et al., 2012b). Much more recently, Tariq et al. (2025), demonstrated the negative impact of IVM in the presence of lipopolysaccharide (LPS) or granulosa cell and LPS conditioned media, on bovine oocyte developmental competence and subsequent embryo quality.

We recently carried out single-cell RNA-sequencing of GV-stage bovine oocytes of known diameters (<60 to >120 μm), bioinformatic analysis of the data identified three particularly noteworthy clusters of co-expressed genes correlated with oocyte size. The first cluster of genes were positively correlated with oocyte size, i.e., their expression increased during oocyte growth, the genes in this cluster enriched response to stimulus, cell communication and negative regulation of signaling pathways. The second, comprised genes whose expression was negatively correlated with oocyte size and was populated by genes related to cell development, regulation of cell-matrix adhesion and electron transport chain. Interestingly, a cluster of 2,000 genes maintained constant expression during oocyte growth; they preferentially enriched pathways associated with establishment of organelle localisation, protein catabolic process, response to decreased oxygen levels, nuclear envelope organisation and glycosylation. Further analyses of the dataset identified a clear profile of decreased expression of genes associated with oxidative phosphorylation and increased expression of maternal genes and transcription regulators across the bovine oocyte growth phase. An interesting switch in gene expression profile was noted in oocytes greater than 100 μm in diameter, when the expression of genes related to cytoplasmic activities was replaced by genes related to nuclear activities (e.g., chromosome segregation). The most profound change in the molecular profile of oocytes was seen at the end of the oocyte growth phase, highlighting the importance of this final phase of oocyte growth to oocyte acquisition of competence (Latorraca et al., 2024).

## Transcriptome and methylome in oocytes from dominant follicles

Transcription activity decreases as the oocyte reaches the fully-grown stage (Fair et al., 1996), reflected in the restructuring of the nucleolus into an inactive dense fibrillar sphere surrounded by condensed chromatin and the migration of the cytoplasmic organelles towards the oocyte cortex (Fair et al., 1997; Labrecque et al., 2015). However, final acquisition of developmental competence or ‘oocyte capacitation’ occurs in the DF (Hyttel et al., 1997), simultaneous or, because of the dramatic changes in the DF’s endocrine, immunological and metabolic environment. This pre-maturational sequence of morphological changes includes expansion of the lipid compartment and reduction in the size of Golgi complexes in the cytoplasmic compartment and undulation of the nuclear envelope. Most interestingly, the nucleolus becomes vacuolated, developing into a ring-like structure where the fibrillar centre forms a distinct portion of the ring (Assey et al., 1994). The significance of nucleolus vacuolisation in the dominant follicle oocyte has been considered, on the one hand it may represent the dispersal of the nucleolus associated with resumption of prophase 1, while on the other, it could reflect a temporary resumption in transcriptional activity in the oocyte nucleus (Hyttel et al., 1997). This hypothesis is based on the similarity to the structure of the nucleolus in the 4-cell embryo, where vacuolisation of the nucleolus is associated with the first presumptive rRNA synthesis (Kopecný et al., 1989; Viuff et al., 1996; Viuff et al., 1998). While earlier studies have demonstrated that COCs require a 1-2 h period of transcription at the initiation of IVM in order to synthesise the proteins necessary to drive meiosis (Hunter and Moor, 1987; Kastrop et al., 1991), to date the most conclusive evidence indicates this transcription occurs in the corona cells and is trafficked into the oocyte via gap junctions between the cumulus process endings and the transzonal projections of the oolemma (Macaulay et al., 2016).

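Single-cell RNA sequencing covered 15 DF oocytes, each from a different animal. There were 6 oocytes collected 24 h before ovulation (T1.1 to T1.6), 4 collected 19-23 h after oestrus detection (T2.1 to T2.4) and 5 collected 2 h before ovulation (T3.1 to T3.5). The titles of the T2 samples place them 19 to 23 h before ovulation, while their other labels and Supplementary File 1 place them 19-23 h after oestrus was detected, and the latter is used here. By Supplementary File 1 the animals of the T1 oocytes were slaughtered on day 9 of the synchronization and those of the T2 and T3 oocytes on day 10, and the subgroup 2 h before ovulation had received the second dose of gonadotrophin-releasing hormone (GnRH), so comparisons with T3 oocytes compare this treatment as well as the time. Libraries were made with Smart-seq2, in which messenger RNA is captured by its poly-A tail, so the length of the tail can affect how much of a transcript is measured. The authors trimmed the reads, mapped them to ARS-UCD1.2 with HISAT2 and deposited the number of reads counted on each Ensembl gene, without normalization. Supplementary Table S1 lists 11 of these oocytes, and the total counts of all 11 equal those of the table. The other 4, T1.4, T3.1, T3.3 and T3.5, are not in the table, and Supplementary File 1 gives a low number of counts inside genes as the reason for excluding samples. Among the 11 oocytes the total count ranged from 824854 to 4894970, with a median of 3256291 in 5 oocytes 24 h before ovulation, 1875403 in 4 oocytes 19-23 h after oestrus detection and 2726127.5 in 2 oocytes 2 h before ovulation. The 4 oocytes that are not listed had totals of 2874041 (T1.4), 620910 (T3.1), 271763 (T3.3) and 175263 (T3.5). Counts were scaled with the TMM method of edgeR and expressed as log2 CPM, the count relative to the scaled total of its library, with a prior count of 2. Smart-seq2 reads carry no molecular identifiers, so limits derived from counts cover counting error only. Gene symbols were taken from Supplementary Table S2, which pairs 1741 of its 1829 identifiers with a symbol, and genes outside it were left unnamed. The oocytes came from more than 1 animal trial, and the paper's text does not give the trial of each oocyte, so no comparison within a trial was possible. The >120 μm oocytes were not analysed here.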

To determine if the DF modulates the transcriptomic and methylomic profile of the oocyte within, single-cell RNA and DNA methylation analysis was carried out on oocytes collected from synchronised non FSH-stimulated DF and periovulatory follicles collected during previously published animal trials performed at University College Dublin (Abdulrahman Alrabiah et al., 2021; Sánchez et al., 2024). The resulting data was subsequently compared to that of oocytes at the end of the growth phase (>120 μm in diameter), retrieved from the ovarian cortex by slicing, which was recently published within a transcriptomic profile of the bovine oocyte growth phase (Latorraca et al., 2024). The details of oocyte collection, single-cell RNA sequencing & bisulphite conversion and DNA methylation analysis are described in Supplementary File 1 (Supplementary Material).

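In the 11 DF oocytes of Supplementary Table S1, 9605 ± 928 genes (SD, n = 11) had a count above 1, with 8257 genes in T3.4 and 10898 in T1.3 as the lowest and highest numbers. The mean was 9803 ± 1075 (SD, n = 5) at 24 h before ovulation, 9833 ± 694 (SD, n = 4) at 19-23 h after oestrus detection and 8652 ± 558 (SD, n = 2) at 2 h before ovulation. Summed over the 11 oocytes, 13853 genes had a total count above 1. Over all 15 oocytes the mean was 8345 ± 2468 (SD, n = 15) and the summed number was 13977. The 4 oocytes outside the table had 7071 (T1.4), 4944 (T3.1), 5145 (T3.3) and 2366 (T3.5) genes with a count above 1. The definition of an expressed gene moved the summed number most when a CPM of at least 1 was required, which left 10969 genes.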

The number of expressed genes (total counts higher than 1 for each group) was similar between groups (13,912 for >120 μm oocytes and 11,273 for DF oocytes), see Supplementary Table S1. Using dimension reduction and the sample distance matrix we observed higher variance in expression profiles of DF oocytes and greater clustering of expression profiles in oocytes >120 μm (Figure 1). 

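Within the DF group, the mean Euclidean distance between pairs of the 11 oocytes was 188 on log2 CPM over 10198 genes. Pairs of oocytes collected 24 h before ovulation were 204 ± 38.5 apart (SD over 10 pairs), and those collected 19-23 h after oestrus detection were 121 ± 21.5 apart (SD over 6 pairs). The 2 oocytes collected 2 h before ovulation were 216 apart. The difference of -83.2 (19-23 h after oestrus detection minus 24 h before ovulation) between the mean distances of these time points was within what other divisions of the same 9 oocytes gave (exact permutation test, two-sided, p = 0.0635, 126 divisions). Grouping by time point took up 29.5% of the squared distance among the 11 oocytes (exact permutation test over 6930 label orders, p = 0.0375). Any grouping takes up some share, so not all of the 29.5% is due to time. With 1 minus the Spearman correlation as the distance, the share was 34.1% with p = 0.0625 by the same test. Without T3.4 the share was 29.3% (exact permutation test, p = 0.14), and the exact p lay between 0.0726 and 0.0956 when 1 of T2.1, T2.2, T2.3 and T2.4 was left out. Over all 15 oocytes the share was 23.3% (permutation test, p = 0.0123). There T3.1, T3.3 and T3.5, with the lowest totals, all fall at 2 h before ovulation. Oocytes 24 h before ovulation were on average farther from each other (204) than from those 19-23 h after oestrus detection (178). The spread within time points was unequal, and the test can respond to that as well as to separation. The first principal component of the 11 oocytes held 30.5% of the variance and the second 16.0%. T1.2, T1.5, T3.2 and T3.4 were negative on the first and the others positive, so it split the oocytes 24 h before ovulation.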

Further filtering to exclude very low-abundant genes from the combined total of 15,975 expressed genes, resulted in a final list of 8,414 genes. 

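In the 11 DF oocytes, the median over the 790 genes that Supplementary Table S2 lists as higher in DF was 6.65 log2 CPM, and the median over the 1039 genes it lists as higher in >120 μm oocytes was 2.296 log2 CPM. The difference of 4.35 was positive in 11 of 11 oocytes, from 2.91 to 6.31, with an SD of 1.05 between oocytes. It was not tested, because the study chose both lists on these oocytes. A prior count of 5 moved it most, to 3.94. Of the genes with a symbol and the largest fold change of the table in DF, SRGN (ENSBTAG00000017863) had 242 ± 345 CPM (SD, n = 11), ATP5MK (ENSBTAG00000045783) 116 ± 85.8 CPM (SD, n = 11) and COX6C (ENSBTAG00000014130) 3263 ± 3961 CPM (SD, n = 11). SRGN ranged from 4 counts in the oocyte with the fewest to 3819 in the oocyte with the most. Of the genes with the largest change in the other direction, NLE1 (ENSBTAG00000019094) had 0 counts in all 15 oocytes, which allows a level of up to 0.106 CPM (3 counts of the summed total of the 11). NEUROD1 had 6 counts over the 11 oocytes, in 2 of them, and DELE1 had 7 counts, in 5 of them.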

In line with the decline in transcription in fully-grown oocytes, differential expression analysis between groups identified 1,039 genes in oocytes >120 μm oocytes and 790 genes in DF oocytes, whose expression was significantly higher, see Supplementary Table S2. 

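The oxidative phosphorylation row of Supplementary Table S2 names 17 genes, of which 13 could be paired with an identifier through the table, and all 13 are listed there as higher in DF. COX7B, COX7C, COX8A and LOC100300759 could not be paired, so values for this process describe 13 genes (76.5%, under the minimum of 80% set for a list), and tests on them are void for the whole row. In the 11 DF oocytes the most abundant were COX6C, with a mean of 10.81 ± 1.92 log2 CPM (SD, n = 11), ATP5PO, with 10.03 ± 1.66 log2 CPM, and UQCRQ, with 9.78 ± 1.86 log2 CPM. The others were COX6A1, UQCRH, NDUFB6, ATP5F1E, COX7A2, NDUFB8, ATP5MF, NDUFA7, COX7A1 and UQCR11, with means between 4.66 and 9.00 log2 CPM. All 13 had counts in 11 of 11 oocytes. The carbohydrate catabolic row names 11 genes, of which 10 could be paired and LOC112447087 could not. PGD had a mean of 6.62 ± 1.08 log2 CPM (SD, n = 11) in the DF oocytes, GPI 5.19 ± 0.73 log2 CPM, ENO3 5.01 ± 1.08 log2 CPM, ENO1 4.29 ± 1.11 log2 CPM and PKM 3.87 ± 1.04 log2 CPM. ALDOA, GALT, NEU1 and SORD were not detected in every oocyte, with counts in 7, 8, 6 and 4 of the 11 oocytes. Subunits of the respiratory chain and glycolytic enzymes have paralogs and pseudogenes, and reads shared with these could have been assigned to either copy.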

Gene ontology analysis correlated upregulated genes with carbohydrate catabolic process with >120 μm oocytes and oxidative phosphorylation with DF oocytes (Figure 2). Thus, oxidative phosphorylation appears to be suppressed during oocyte growth and reactivated during the DF and peri-ovulatory period for ATP production to meet the future energy requirements of oocyte meiotic maturation, fertilisation and the subsequent early embryonic cleavage divisions. 

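The DF oocytes behind this conclusion came from 3 time points. The mean over the 13 oxidative phosphorylation genes was 8.71 ± 1.63 log2 CPM (SD, n = 5) at 24 h before ovulation, 6.23 ± 0.88 (SD, n = 4) at 19-23 h after oestrus detection and 10.11 ± 0.36 (SD, n = 2) at 2 h before ovulation. The 4 oocytes collected 19-23 h after oestrus detection lay below all 5 collected 24 h before ovulation, a difference of -2.48 (exact permutation test, two-sided, p = 0.0159, the smallest that 5 oocytes against 4 allow). Adjusted over the 9 comparisons of 3 lists and 3 pairs of time points, this p was 0.0714 by the Benjamini-Hochberg method. The 2 oocytes collected 2 h before ovulation were higher by 3.87 than those 19-23 h after oestrus detection (exact p = 0.133, the smallest that 2 against 4 allow), and by 1.398 than those 24 h before ovulation (exact p = 0.476). On the edgeR fit over all genes, the fall from 24 h before ovulation to 19-23 h after oestrus detection had an adjusted p of 0.0623 by fry, 1.3e-15 by camera with a preset correlation of 0.01 and 0.0748 by camera with an estimated correlation of 0.87. Of the 9 comparisons, 7 had an adjusted p under 0.05 by camera with the preset correlation, 3 by fry and 0 with estimated correlations. Those by fry were oxidative phosphorylation and ribosomal protein genes, higher 2 h before ovulation than 19-23 h after oestrus detection, and carbohydrate catabolic genes, lower 2 h than 24 h before ovulation, each with an adjusted p of 0.0314. For the carbohydrate catabolic row fry and camera covered 7 of 11 genes, so they are void for the whole row. With each oocyte left out in turn the difference between 19-23 h after oestrus detection and 24 h before ovulation stayed between -2.82 and -1.84. With all 15 oocytes it was -2.74 (exact permutation test, p = 0.00952). Between 2 h before ovulation and 19-23 h after oestrus detection the difference was then 2.38 (exact permutation test, p = 0.0635, where 5 against 4 allow 0.0159), and the mean at 2 h before ovulation was 8.58 ± 1.96 (SD, n = 5), a difference of -0.36 from 24 h before ovulation (exact permutation test, p = 0.749). T3.1, which Supplementary Table S1 does not list, had 5.27 log2 CPM, within the range of the oocytes 19-23 h after oestrus detection. Its most abundant gene took 18.8% of the counts, so it did not follow the make-up of the libraries in this way. The 28 ribosomal protein genes with a symbol in Supplementary Table S2 moved the same way, from 7.86 ± 1.37 (SD, n = 5) to 5.80 ± 0.32 (SD, n = 4) and 8.73 ± 0.61 (SD, n = 2), with an exact p of 0.0159 for the fall, adjusted to 0.0714. Of these, 26 are listed as higher in DF, so they were chosen by the study on these oocytes, though not on the time points. Over 10 carbohydrate catabolic genes the means were 3.31 ± 0.42 (SD, n = 5), 2.95 ± 0.28 (SD, n = 4) and 1.92 ± 0.47 (SD, n = 2), with an exact p of 0.175 between 24 h before ovulation and 19-23 h after oestrus detection, 0.0952 between 24 h and 2 h before ovulation and 0.133 between 19-23 h after oestrus detection and 2 h before ovulation, the last 2 being the smallest that these numbers of oocytes allow. From the enrichment of oxidative phosphorylation among the genes higher in DF, the paper proposes that the process becomes active again around ovulation. Its suppression during growth rests on the authors' earlier series of oocytes of known diameter, in which expression of these genes fell with growth.

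**Figure D1:**
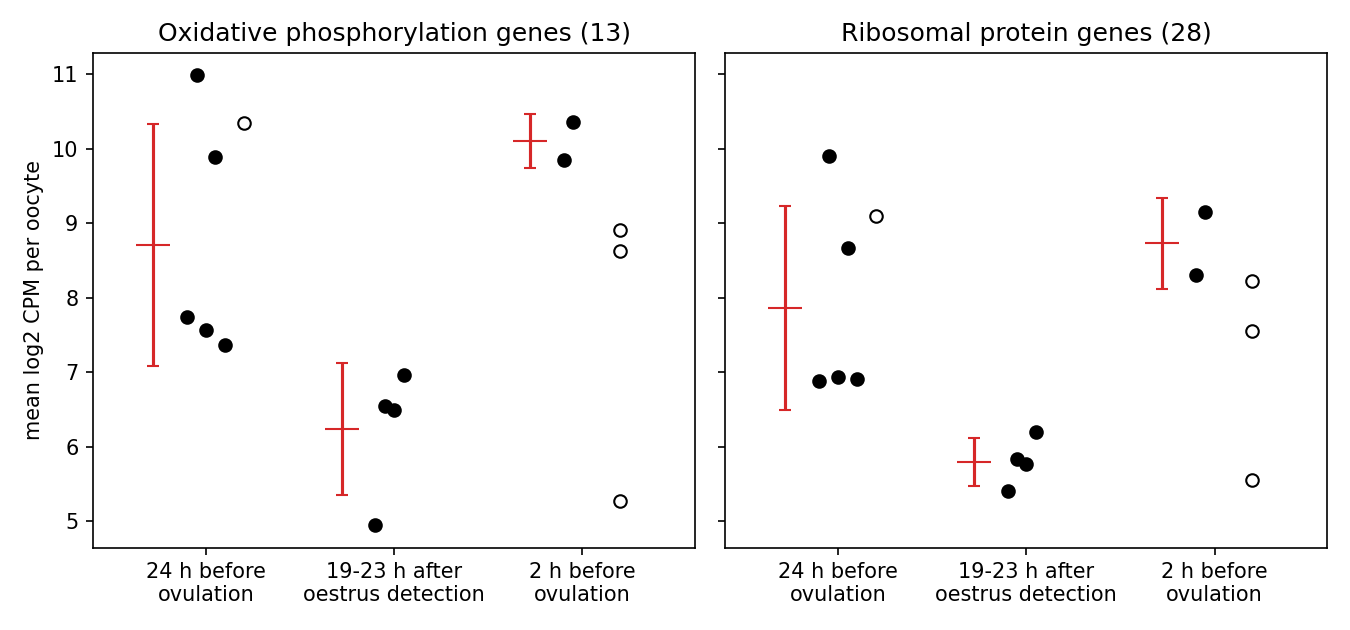
Mean log2 CPM per oocyte over 13 oxidative phosphorylation genes and 28 ribosomal protein genes at the 3 time points. Filled circles are the 11 oocytes of Supplementary Table S1 with their mean and SD in red, and open circles are the 4 other oocytes, scaled with all 15. The 4 oocytes 19-23 h after oestrus detection sit between 4.94 and 6.95 for oxidative phosphorylation, and those listed 24 h before ovulation between 7.36 and 10.98.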

Although the number of expressed genes was similar between the two contrasted oocyte groups, they differ from findings related to oocytes matured *in vitro* (Mamo et al., 2011; Reyes et al., 2015). Transcript abundance of genes associated with cell cycle and cytoskeleton organisation was greater and those related to mitochondria organization and ribonucleoprotein complex biogenesis were reduced in MII oocytes compared to GV (Reyes et al., 2015). Since transcription has ceased prior to GVBD, differences in transcript abundance are likely explained by dynamic changes in mRNA processing, such as increased transcript poly-adenine tail length (Mamo et al., 2011), mRNA storage and degradation during maturation and processing during extraction (Fair and Lonergan, 2023). While *in vitro* systems might induce artificial shifts in the oocyte transcriptome, the importance of the quality of the starting material was elegantly demonstrated in a recent single-cell methylome and transcriptome sequencing analysis of oocytes from the same cow, either matured *in vivo* or *in vitro*, which reported very modest changes in gene expression (Benedetti et al., 2025). Regardless of final maturation environment, all the oocytes in that study had completed their growth phase within an optimised hormonal environment using an oestrus synchronisation protocol. Raw data are deposited in the Gene Expression Omnibus repository and are accessible through GEO accession number GSE297927.

**Figure 1:**
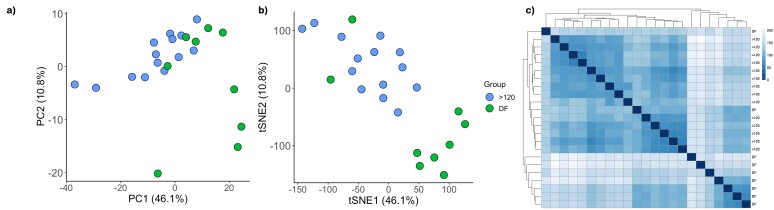
Sample distribution and variation. (a) PCA and (b) tSNE plots showing the distribution and clustering of >120 μm (blue) and dominant follicle (DF) (green) oocytes; (c) The heatmap shows sample variation within groups. Oocytes >120 μm in diameter oocytes were collected by slicing the ovarian cortex of abattoir derived ovaries; DF oocytes were collected from post-mortem oestrous synchronised animals around the time of ovulation.

**Figure 2:**
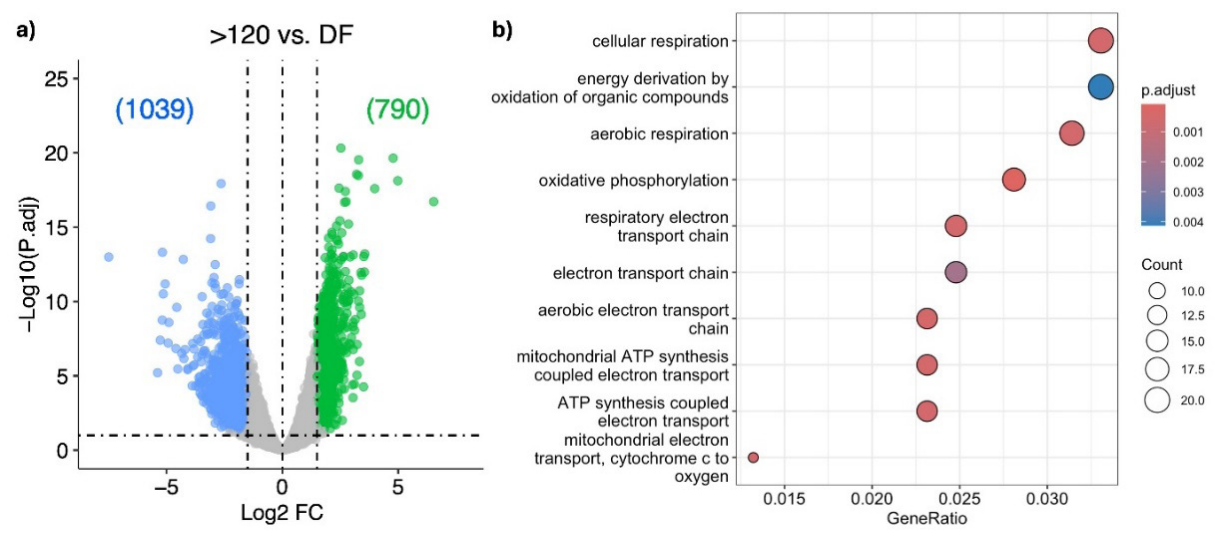
Differential expression analysis. (a) Vulcano plot showing the upregulated genes in each differentially expressed gene (DEG) group comparison (FDR-padj<0.05, log2FC>|1.5|); (b) Enriched pathways (FDR<0.05) populated by upregulated genes in DF oocytes compared to >120 μm oocytes.

Epigenetic modulation also plays an important role in oocyte acquisition of competence, bisulphite sequencing was performed in parallel with mRNA seq analysis (the sequencing output for DNA libraries is summarized in Supplementary Table S3); global CpG methylation ranged from 44.11% in >120 μm oocytes to 43.81% in DF oocytes (Figure 3). In contrast to the similar average global CpG methylation, when the data were quantified over 50-CpG windows the pattern of hypomethylated, intermediate, and hypermethylated regions was different in the two oocyte groups: DF oocytes were characterised by decreased proportions of hypo and hyper-methylated windows and increased intermediate methylation (Figure 3). Interestingly, when selecting hypermethylated and hypomethylated 50-CpG windows in one group, we observed an almost opposite profile in the other group (Figure 4). For example, hypermethylated windows in >120 μm oocytes tended to lose methylation in DF oocytes. Similarly, hypermethylated DF windows also presented a higher methylati on variation in >120 μm oocytes; however, in this case, the average was higher in the second group. Furthermore, hypomethylated regions in >120 μm oocytes had a slightly higher average methylation in DF oocytes, with a few windows presenting hypermethylation levels. A similar pattern was observed by selecting DF hypomethylated windows; however, with a comparable average methylation level (Figure 4). A target analysis over genomic features showed a slight increase in the average methylation of LINEs, SINEs, LTRs, CpG islands, gene bodies, and intergenic regions in DF oocytes compared to >120 μm oocytes. Furthermore, transposable elements, gene bodies and intergenic regions presented higher levels of methylation compared to CpG islands and promoters, in agreement with previous findings (Ivanova et al., 2020) (Figure 5). The influence of the DF environment on the oocyte is further highlighted by Benedetti et al (Benedetti et al., 2025) in their single-cell analysis of oocytes from the same cow, who described hypermethylation in the whole-genome profile, CpG islands and gene bodies of in vivo matured oocytes compared to oocytes aspirated from 3-8 mm follicles and matured in vitro. Taken together, these findings agree with a recent report of ongoing methylation modifications in fully grown oocytes, albeit originating from small, medium and large bovine follicles (Zhang et al., 2024); a topic of debate in the literature (Demond and Kelsey, 2020; Sendžikaitė and Kelsey, 2019). Moreover, there appears to be some discrepancy in the published data, as one study reported higher global methylation (~40%) in DF oocytes from synchronised and stimulated donors compared to GV and in vitro MII oocytes from slaughterhouse ovaries (~30%), the authors also reported a prevalence of tiles with 0-20% methylation in GV, in vitro and in vivo MII oocytes (Jiang et al., 2018), while another reported a global methylation of 30% and the prevalence of regions with 40-60% methylation in similar samples (Duan et al., 2019). The differences are likely due to sample origin and sequencing techniques.

**Figure 3:**
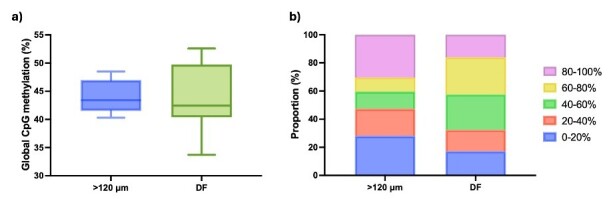
DNA methylation dynamics in fully-grown bovine oocytes. (a) Box plot showing global CpG methylation in oocytes >120 μm in diameter and oocytes collected from dominant follicles (DF); (b) Proportion of 50-CpG windows with 0-20%, 20-40%, 40-60%, 60-80%, and 80-100% methylation in oocytes >120 μm and DF oocytes.

**Figure 4:**
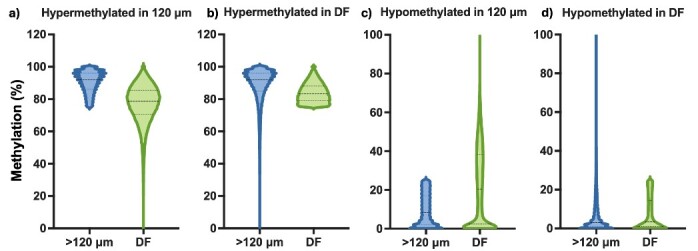
Methylation dynamics of hypermethylated 50-CpG windows quantified in >120 μm and DF oocytes. (a) Hypermethylated (>75%) windows in >120 μm oocytes; (b) Hypermethylated windows in DF oocytes; (c) Hypomethylated (<25%) regions in >120 μm oocytes; (d) Hypomethylated windows in DF oocytes.

**Figure 5:**
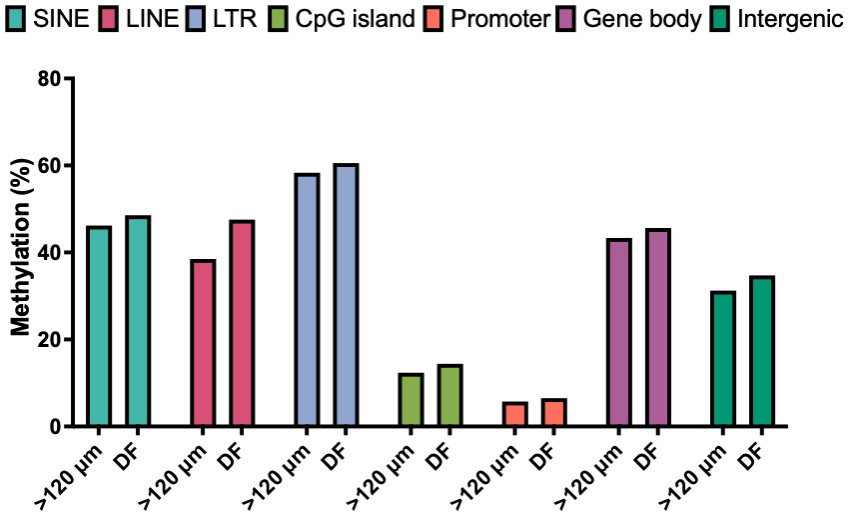
Methylation dynamics of bovine oocytes from dominant follicles. Bar graph showing the methylation levels of genomic features including SINEs, LINEs, LTRs, CpG islands, promoters, gene bodies, and intergenic regions. SINE: short interspersed nuclear elements; LINE: long interspersed nuclear elements; LTR: long-terminal repeats.

## Conclusion

Bovine DF development is orchestrated by a finely tuned hormonal feedback system which plays a pivotal role in the final stages of oocyte maturation and ovulation. The innate immune system is intricately involved in ovulation, marked by a neutrophil influx around the LH surge, followed by expansion of macrophage and dendritic cell populations within the follicle. This immune cell activity is tightly regulated, with simultaneous expression and synthesis of pro- and anti-inflammatory cytokines producing a controlled sterile inflammatory response that resolves within 24 hours as the CL forms. Differentially regulated metabolites, particularly those linked to inflammatory and immune responses, also modulate follicular inflammation and help maintain cellular homeostasis, balancing oxidants and antioxidants, thereby shaping the microenvironment enclosing the oocyte.

Consistent with the cessation of transcription at the end of the oocyte growth phase, bovine oocytes from DF exhibit limited changes to their transcriptome compared to fully-grown oocytes from small antral follicles in the ovarian cortex. However, in contrast to their down regulation during the oocyte growth phase, genes involved in oxidative phosphorylation are upregulated during this final period of development, highlighting the importance of energy metabolism during oocyte capacitation, likely to meet the increased energy demands associated with resumption of meiotic maturation, fertilisation and early embryonic development. The epigenome and transcriptome of fully-grown bovine oocytes from DFs are not entirely stable as even with the difficult access to chromatin due to its condensed configuration in fully-grown oocytes, cytosine methylation may be modified, as demonstrated by the methylation differences between the collected oocytes.

As summarized in Figure 6, these integrated hormonal, metabolic, immune, and molecular processes collectively govern follicle development, ovulation, and oocyte quality. However, they may be altered by health and metabolic challenges. Furthermore, discrepancies between our results and previous reports highlight the potential effects of common ARTs applied in cattle production, such as FSH stimulation and *in vitro* maturation, on the molecular integrity of oocytes, with implications for reproductive success in cattle.

**Figure 6:**
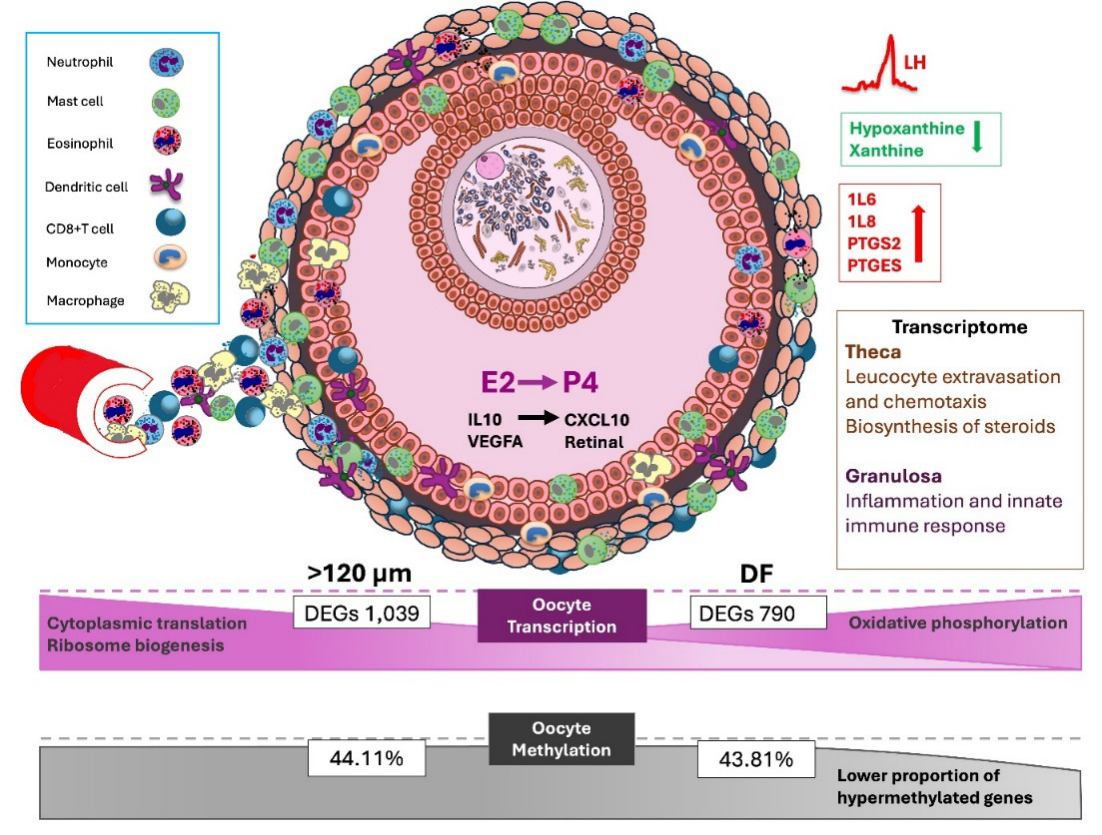
Summary diagram synthesizing the key changes in the microenvironment of the Dominant/Preovulatory follicle: Following the LH surge, there is a switch from high E2 to high P4 concentration in the follicular fluid. Increased blood flow into the follicle facilitates immune cell infiltration, a broad array of leukocytes are detected first within the theca layer and in the granulosa following the degradation of the basement membrane. Neutrophils, mast cells and dendritic cells are present in abundance and their secretions attract more immune cells to the follicle. The cytokines IL10 and VEGFA are highly concentrated in the follicular fluid 24 at the time of the LH surge, closer to the time of ovulation, their concentration decreases as CXCL10 increases. Similarly, the oocyte meiosis inhibitor metabolites Hypoxanthine and Xanthine are highly concentrated in the Follicular fluid at the time of the LH surge, but have decreased to nadir prior to ovulation, whereas prostaglandins PTGS2 and PTGES are undetectable at the time of the LH surge and are highly concentrated in the follicular fluid just prior to ovulation.

The changing environment is reflected in the transcriptome of the theca and granulosa, genes within the biosynthesis of steroids pathway and genes associated with immune pathways related to leucocyte extravasation and chemotaxis are over-represented in theca cells, whereas immune pathways related to inflammation and innate immune response are over-represented in granulosa cells. As the oocyte within the dominant follicle has completed it’s growth phase, it is no longer transcriptionally active, therefore changes in gene expression are modest, but marked by an emphasis on mitochondrial function and oxidative phosphorylation. Similarly, changes in the global methylation profile are minor, however, the proportion of hypermethylated regions is reduced.

## Data Availability

Research data is available in a repository: GEO accession GSE297927.

## Supplementary Material

Supplementary material accompanies this paper:

Supplementary File 1: Material and methods.

Supplementary Table S1: scRNA seq sample quality control analysis performed in Rstudio by selecting samples with more than 100,000 reads and 2,500 expressed genes (genes with more than 1 count). Additional information is from MuitQC Report. The table on the right summarizes the information by experimental groups.

Supplementary Table S2: Differentially expressed genes between >120 um and DF oocytes. Significant genes were determined by FDR<0.05 and logFC>1.5. Enriched pathways from gene ontology analysis are presented in the panels on the right.

Supplementary Table S3: Sequencing output for DNA libraries from bovine final samples.

This material is available as part of the online article from: https://doi.org/10.1590/1984-3143-AR2025-0071

# Supplementary material for: The dominant follicle: the final frontier in bovine oocyte development
**Source:** Anim Reprod. 2025 Aug 18;22(3):e20250071. doi: 10.1590/1984-3143-AR2025-0071
**Supplement:** Supplementary File 1:

## **Material and methods**

### **Animals**

Oocyte samples were collected as part of two earlier trials performed at University College Dublin (Abdulrahman Alrabiah et al., 2021; Sánchez et al., 2024). Each animal trial was reviewed and approved by the Animal Research Ethics Committee of University College Dublin, Ireland, and licensed by the Health Products Regulatory Authority (HPRA), Ireland, in accordance with Statutory Instrument No. 543 of 2012 (under Directive 2010/63/EU on the Protection of Animals used for Scientific Purposes).

### **Oestrus synchronization protocol**

At day zero (D0), an intramuscular injection of gonadotrophin-releasing hormone (GnRH) analogue (2 mL of Ovarelin – 50 ug/mL) was administered to heifers, together with the insertion of P4-releasing intravaginal device (PRID). After 7 days (D7), corpus luteum regression was induced with the administration of prostaglandin F2a (PGF2a) analogue (5 mL of Enzaprost – 5 mg/mL), followed by PRID removal on day 8 (D8). Estrus detection was performed every 6h on day 8 (D8) and day 9 (D9). A second dose of GnRH was administered to a subgroup of animals 36 h after PRID removal (D9) to ensure a luteinising hormone (LH) surge. Animals were slaughtered on day 9 (24 h before ovulation) and on day 10 (19-23h after estrus detection and ~2h before ovulation – subgroup receiving the second GnRH). The uterine tract was recovered from each individual animal and transported to the laboratory on ice. The ovaries were isolated from the uterine tract, and the oocytes from the dominant follicles were collected by dissecting the follicle and searching for the oocyte under the stereomicroscope. Recovered oocytes were washed in PBS + 2% BSA, denuded from the cumulus cells by pipetting, and snap-frozen in liquid nitrogen in PCR microtubes (0.5 mL) before storing at -80 °C for sequencing analysis.

### **Single-cell RNA sequencing (scRNA-seq)**

Oocyte samples were lysed by adding 8 µL of RTL-Plus buffer (Qiagen) to microtubes containing snap-frozen samples before transferring them to a 96-well plate for RNA and DNA isolation, as described by (Castillo-Fernandez et al., 2020). Briefly, oocyte lysates were incubated with Dynabeads (MyOne Streptavidin C1, Life

Technologies) annealed to Smart-seq2 oligo-dTs to capture polyadenylated mRNA. The remaining lysate containing the DNA was transferred to a new 96 well-plate for a subsequent bisulphite conversion analysis. The beads containing the mRNA were diluted in reverse transcription master mix using SuperScript™ II Reverse Transcriptase (Invitrogen). cDNA was amplified (14 cycles) using KAPA HiFi HotStart ReadyMix (Roche), purified with Ampure XP beads, and eluted into 20 µL of water. Amplified cDNA was quantified using a High Sensitivity DNA Assay chip (Agilent Technologies), and libraries were prepared using the Nextera XT Kit (Illumina) with ~300 pg of cDNA. The individual transcriptome of 15 oocytes was sequenced on the NextSeq500 HighOutput 75 bp Single End with a sequence depth of ~2 million reads.

### **Single-cell bisulphite conversion (scBS-seq)**

Oocyte DNA lysate transferred to the second 96-well plate was processed for bisulphite library preparation as previously described (Galvão & Kelsey, 2021). Briefly, bisulphite conversion was performed using EZ-96 DNA Methylation-Direct™ MagPrep (Zymo) according to the manufacturer's instructions. First-strand synthesis was performed by incubating converted DNA and mastermix for 3 min at 65 °C, followed by the addition of 1 µL of Klenow exo- (Enzymatics) and further incubation for 30 min at 37 °C. The process was repeated 4 times with the addition of 2.4 µL of the reaction mixture, followed by a final round of amplification at 37 °C for 90 min. Further, exonuclease treatment was performed for 1 hour at 37 °C, followed by purification with AMPure XP beads, resuspension in second-strand master mix, and incubation for 2 min at 98 °C. Klenow exo- (50U) was added to the mixture and incubated for 90 min at 37 °C. After purification, the libraries were amplified with 50 µL KAPA HiFi HotStart PCR Kit. Bisulphite conversion of 15 single oocytes was sequenced using NextSeq500 HighOutput 75 bp Paired End with a sequence depth of ~ 13 million unique reads.

### **Data processing and quality control**

Raw sequence reads were trimmed using Trim Galore (version 0.6.7) (Krueger & Andrews, 2011) to remove adapter contamination and poor-quality reads with less than 20 Phred score, retaining reads with more than 20 bp sequence length for further

processing (Chhangawala et al., 2015; Williams et al., 2016). Data was mapped to the bovine reference genome (bosTau 9), and the genome index was generated using ARS-UCD1.2 (Rosen et al., 2020) assembly using HISAT2 (Kim et al., 2019) for RNA sequencing files, and Bismark (version 0.23.1) was used to align bisulphite sequence reads with Bowtie 2 (single-end non-directional) (Langmead & Salzberg, 2012) to the same bovine genome, and perform deduplication and methylation calls.

Data quantification and sample quality control were performed with SeqMonk software (version 11.0.10; Babraham Institute; <https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/>) and RStudio software (2023.06.0+421). Using the SeqMonk RNAseq quality control plot, samples were identified and excluded due to a low number of counts falling inside genes. 

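All 15 DF oocytes had a total count above 100000, the lowest being 175263 in T3.5. With a count above 1 as the definition, 3 of the 4 oocytes outside Supplementary Table S1 also had more than 2500 expressed genes, and T3.5 had fewer. With a count above 0, T3.5 had 2686 genes, so all 15 had more than 2500. T1.4 had a total in the range of the listed oocytes. With every oocyte thinned to 175263 counts, the 4 had between 2366 and 5101 genes with a count above 1 and the 11 listed oocytes between 5744 and 7584. The authors judged the counts inside genes on a quality control plot, which was not redrawn here. The number of reads outside genes was not analysed.

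**Figure D2:**
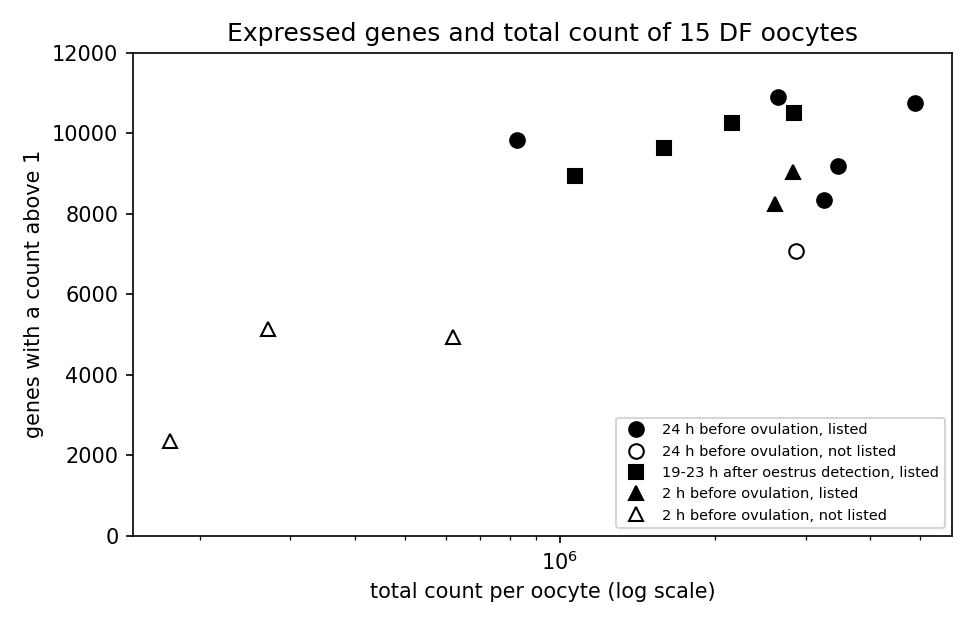
Number of genes with a count above 1 against the total count (log scale) for 15 DF oocytes. Filled symbols are oocytes listed in Supplementary Table S1 and open symbols those that are not, and shapes give the time point. The listed oocytes sit between 8257 and 10898 genes.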

The remaining samples contained more than 100,000 reads and more than 2,500 expressed genes (genes with count number >1). A total of 21,218 transcripts were identified, and 15,975 remained after the exclusion of 5,243 non-expressed genes (genes with zero counts in all samples). 

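The deposited table holds 21218 genes. In the 11 DF oocytes of Supplementary Table S1, 6897 of them had 0 counts in every oocyte and 14321 had at least 1 count. Over all 15 oocytes, 6783 had 0 counts and 14435 had at least 1. These numbers cover DF oocytes only.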

A final sample set of 15 oocytes (14 >120  $\mu$ m and 11 DF) and a dataset of 8,814 annotated genes were established for further bioinformatic analysis, performed with packages for the R software. Raw data from dominant follicle oocytes is deposited in the Gene Expression Omnibus repository and accessible through GEO accession number (GSE297927).

Similarly, quality control was performed in single-cell bisulphite sequencing dataset by excluding samples with less than 1 million CpGs covered and more than 10% non-CpG methylation (CHH and CHG), resulting in a final dataset from 21 single oocyte samples (12 >120  $\mu$ m and 9 DF oocytes) (Supplementary Table S1 and S2).

### **Data statistical analysis**

Sample distribution from scRNA-seq was visualized with PCA (Principal Component Analysis) and t-SNE (t-distributed Stochastic Neighbour Embedding), and sample variation was evaluated by a heat map of the sample-to-sample distances. Differential expression analysis was performed by comparing the two different groups using EdgeR package (Robinson et al., 2010), and adjusted p-values were calculated using Benjamini & Hochberg (Benjamini et al., 2001). The differently expressed genes (DEGs) were determined by those with a false discovery rate (FDR)<0.05 and log fold

change ( $\log_{2}FC$ )>1.5. Gene Ontology (GO) enrichment analysis was performed using the `enrichGO` function from the `clusterProfiler` R package, focusing on the Biological Process (BP) ontology. The full set of DEGs was used as the background (universe). Terms with an adjusted p-value ( $p.adjust$ )<0.05 and q-value < 0.10 were considered significantly enriched (Supplementary Table S3).

Bisulphite quantification was initially performed over non-overlapping 50-CpG windows using the >120  $\mu$ m group as a reference, including at least 1 cytosine within 5 consecutive cytosines per window. Only informative windows for both groups were considered for further analysis, with a total of 272,815 windows. Methylation pattern was determined as the percentage of CpG windows with 0-20, 20-40, 40-60, 60-80, and 80-100% methylation. Furthermore, hypermethylated (>75%) and hypomethylated (<25%) regions were also identified in each group. Secondly, methylation was quantified over genomic features, such as CpG islands, intergenic regions, gene promoters (1500 bp upstream and 500 bp downstream of transcription start sites), gene bodies, and transposable elements (long interspersed nuclear elements (LINE), short interspersed nuclear elements (SINE), and long-terminal repeats (LTR)) using previous annotations tracks (Ivanova et al., 2020).

## REFERENCES

- Benjamini, Y., Drai, D., Elmer, G., Kafkafi, N., & Golani, I. (2001). Controlling the false discovery rate in behavior genetics research. *Behav Brain Res*, 125(1-2), 279-284. [https://doi.org/10.1016/s0166-4328\(01\)00297-2](https://doi.org/10.1016/s0166-4328(01)00297-2)
- Castillo-Fernandez, J., Herrera-Puerta, E., Demond, H., Clark, S. J., Hanna, C. W., Hemberger, M., & Kelsey, G. (2020). Increased transcriptome variation and localised DNA methylation changes in oocytes from aged mice revealed by parallel single-cell analysis. *Aging Cell*, 19(12), e13278. <https://doi.org/10.1111/accel.13278>
- Chhangawala, S., Rudy, G., Mason, C. E., & Rosenfeld, J. A. (2015). The impact of read length on quantification of differentially expressed genes and splice junction detection. *Genome Biol*, 16(1), 131. <https://doi.org/10.1186/s13059-015-0697-y>
- Galvão, A., & Kelsey, G. (2021). Profiling DNA Methylation Genome-Wide in Single Cells. *Methods Mol Biol*, 2214, 221-240. [https://doi.org/10.1007/978-1-0716-0958-3\\_15](https://doi.org/10.1007/978-1-0716-0958-3_15)
- Kim, D., Paggi, J. M., Park, C., Bennett, C., & Salzberg, S. L. (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. *Nat Biotechnol*, 37(8), 907-915. <https://doi.org/10.1038/s41587-019-0201-4>
- Krueger, F., & Andrews, S. R. (2011). Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. *Bioinformatics*, 27(11), 1571-1572. <https://doi.org/10.1093/bioinformatics/btr167>
- Langmead, B., & Salzberg, S. L. (2012). Fast gapped-read alignment with Bowtie 2. *Nat Methods*, 9(4), 357-359. <https://doi.org/10.1038/nmeth.1923>
- Robinson, M. D., McCarthy, D. J., & Smyth, G. K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics*, 26(1), 139-140. <https://doi.org/10.1093/bioinformatics/btp616>
- Rosen, B. D., Bickhart, D. M., Schnabel, R. D., Koren, S., Elsik, C. G., Tseng, E., Rowan, T. N., Low, W. Y., Zimin, A., Couldrey, C., Hall, R., Li, W., Rhie, A., Ghurye, J., McKay, S. D., Thibaud-Nissen, F., Hoffman, J., Murdoch, B. M., Snelling, W. M.,...Medrano, J. F. (2020). De novo assembly of the cattle reference genome with single-molecule sequencing. *Gigascience*, 9(3). <https://doi.org/10.1093/gigascience/giaa021>
- Williams, C. R., Baccarella, A., Parrish, J. Z., & Kim, C. C. (2016). Trimming of sequence reads alters RNA-Seq gene expression estimates. *BMC Bioinformatics*, 17, 103. <https://doi.org/10.1186/s12859-016-0956-2>

How the deposited data were processed for this re-analysis (not part of the article)

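Single-cell RNA sequencing of 15 DF oocytes was analysed, 6 collected 24 h before ovulation, 4 collected 19-23 h after oestrus detection and 5 collected 2 h before ovulation, each from a different animal. The authors trimmed the reads with Trim Galore, mapped them to ARS-UCD1.2 with HISAT2 and deposited raw read counts per Ensembl gene, quantified in SeqMonk. The annotation release, strandedness and duplicate removal are not given in the paper's text or Supplementary File 1. All 15 count columns were matched to samples by name. The 11 oocytes of Supplementary Table S1 were the main set, and all 15 were an alternative. The >120 μm oocytes and the bisulphite libraries were not analysed here, apart from the paper's own values in its supplementary tables.

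From the deposited counts, differences between time points were tested with edgeR (version 4.0.16, R 4.3.3) by the quasi-likelihood F-test, with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment, in a single fit of the 3 time points. Genes were called at an adjusted p of 0.05 and an absolute log2 fold change of 1.5, the thresholds of the study. The alternatives were DESeq2 (version 1.42.0) on the 14321 genes with a count, the likelihood ratio test of edgeR, RLE and upper-quartile factors, no filter on low counts, at least 10 counts in every oocyte, no threshold on the fold change, all 15 oocytes and each oocyte left out in turn. Distances, list means and levels were computed on log2 CPM with a prior count of 2, with prior counts of 0.5 and 5, library size alone and other scalings as alternatives. Single comparisons used exact permutation tests, two-sided, in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and gene lists were also tested with fry and camera of limma (version 3.58.1). The samples, the alternatives and the tests of the main comparisons were set before the data were examined, and the tests chosen later are named in the closing section.

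The procedure was tested on simulated data for each pair of time points, with 200 of 10198 genes changed by a log2 fold change of 4. The changed genes were drawn only from those above a minimum expected count, and all genes of a run had the same dispersion. The shares found therefore do not cover genes with low counts or smaller changes. With a dispersion of 0.1 the quasi-likelihood test called between 99.5% and 100% of the changed genes. Of the unchanged genes it then called 1 between 19-23 h after oestrus detection and 24 h before ovulation. It called 4 between 2 h and 24 h before ovulation and 4 between 2 h before ovulation and 19-23 h after oestrus detection. With a dispersion of 1.04, the mean of the dispersions of single genes in the oocytes, it called 30.0% between 19-23 h after oestrus detection and 24 h before ovulation, 5.5% between 2 h and 24 h before ovulation and 1.0% between 2 h before ovulation and 19-23 h after oestrus detection, and called 0 of the unchanged genes. With the common dispersion of the oocytes, 0.773, it called 69.5%, 34.0% and 19.0% for these comparisons, and 0, 1 and 0 of the unchanged genes. The simulation at the common dispersion was added after the results were seen. The median log2 fold change that the quasi-likelihood test estimated for the changed genes was between 3.93 and 4.16 over these runs.

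Total counts ranged from 175263 to 4894970 over the 15 oocytes, and the 2 h group of the main set holds only 2 oocytes, so exact tests with that group cannot reach a p of 0.05. The genes named in the text were those of the oxidative phosphorylation and carbohydrate catabolic rows of Supplementary Table S2, the 3 with the largest change in each direction in that table, called genes that separated the time points and the 3 most abundant of each marker list. Lists of oocyte, cumulus and granulosa, leukocyte, erythrocyte and maternal polyadenylation genes were set at the same time. Only 4 of 15, 2 of 24, 1 of 20, 0 of 8 and 2 of 17 of their genes could be named through Supplementary Table S2, under the minimum of 80%, so tests on these lists were void, and a single one, on the named cumulus and granulosa genes, was computed. The oxidative phosphorylation row, with 13 of 17 genes (76.5%), is under the same minimum, as is the carbohydrate catabolic row in fry and camera, where 7 of 11 genes were left. Their tests are void for the whole rows and are reported for the genes with values only. GC content and gene length were not tested, because no sequence or annotation of ARS-UCD1.2 was used here.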

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

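The test of library depth for the oocytes that Supplementary Table S1 does not list was chosen after their totals and gene numbers were seen.

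T2.1 lay farther from the other oocytes than the rest of its group. Its mean distance to the other 10 of the 11 oocytes was 190.7, against 158.9 to 160.0 for the other 3 collected 19-23 h after oestrus detection. Over 30 groups of oocytes and measures examined for such gaps, 1 stood out, and chance gives about 1 in 20. T2.1 had the lowest total of its group, 1071109 counts, but after thinning all oocytes to the smallest library its gap over the range of the group was still 0.856, above the critical value for 4 oocytes, which argues against depth as the whole cause. The quality of the RNA and a difference between animals stay open, and no biological explanation was tested.

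The 4 oocytes that Supplementary Table S1 does not list had counts on many genes, with 7071 genes above 1 count in T1.4, 4944 in T3.1, 5145 in T3.3 and 2366 in T3.5. Depth alone is argued against, because with all 15 oocytes thinned to the same total the highest of these 4 had 5101 genes and the lowest of the 11 listed oocytes had 5744. In T3.1 a single gene, OOSP2, took 18.8% of the counts, so a few abundant transcripts filled more of that library. Degraded RNA or a low yield of complementary DNA stays open. Of the 4, 3 were collected 2 h before ovulation, so a lower RNA content at that time stays open as well, and was not tested.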

How the results depend on the processing

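No alternative in this part was chosen after the results were seen. Numbers of called genes depended strongly on the tool and the filter. Over the 3 time points together, 1 gene was called by the quasi-likelihood test of edgeR, against 663 by its likelihood ratio test, 645 by DESeq2 and 254 without a filter, and 0 with upper-quartile factors, with at least 10 counts in every oocyte or with all 15 oocytes. Between 19-23 h after oestrus detection and 24 h before ovulation, 0 genes were called (1242 at an unadjusted p under 0.05), against 361 by the likelihood ratio test (25 higher and 336 lower), 469 by DESeq2 (24 higher and 445 lower), 234 without a filter and 158 with at least 10 counts in every oocyte. Between 2 h and 24 h before ovulation, 0 genes were called (927 at an unadjusted p under 0.05), against 139 by the likelihood ratio test (13 higher and 126 lower), 349 by DESeq2 (8 higher and 341 lower) and 1 without a filter. Between 2 h before ovulation and 19-23 h after oestrus detection, 0 genes were called (1761 at an unadjusted p under 0.05), against 701 by the likelihood ratio test (429 higher and 272 lower), 912 by DESeq2 (420 higher and 492 lower), 371 without a filter (285 higher and 86 lower), 214 with at least 10 counts in every oocyte (177 higher and 37 lower) and 17 with RLE factors (12 higher and 5 lower). DESeq2 and the fit without a filter were run on 14321 genes and the likelihood ratio test on 10198, so the numbers of DESeq2 differ in the filter as well as the tool. The filters change which genes are tested, and otherwise the cause was not tested.

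With each of the 11 oocytes left out in turn, the calls ranged from 0 to 143 over the 3 time points, from 0 to 376 between 19-23 h after oestrus detection and 24 h before ovulation, from 0 to 15 between 2 h and 24 h before ovulation, and from 0 to 403 between 2 h before ovulation and 19-23 h after oestrus detection. The first 2 maxima came without T1.1 and the last 2 without T1.2. The last comparison had 316 calls without T1.1 and 94 without T3.2 (33 higher and 61 lower), and the test over the 3 time points had 71 without T1.2 and 2 without T3.2. Leaving out T3.2 or T3.4 leaves a lone oocyte at 2 h before ovulation, which is assumed to vary like the other groups.

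The share of the squared distance taken up by grouping by time point ranged from 28.8% to 36.6% with each oocyte left out, and its p was above 0.05 without T2.1, T2.2, T2.3, T2.4 or T3.4. It was 34.1% with p = 0.0625 by permutation when 1 minus the Spearman correlation was used, and the cause was not tested. The mean distance was 244.5 with a prior count of 0.5, 154.3 with a prior count of 5, 235.5 with all 15 oocytes and 140.7 on thinned counts, and from 176.3 to 196.5 with each oocyte left out.

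The fall of the oxidative phosphorylation and ribosomal protein lists between 24 h before ovulation and 19-23 h after oestrus detection kept its direction in all settings run, from -2.82 to -1.84 and from -2.30 to -1.48 with each oocyte left out. The unadjusted exact p was under 0.05 in each setting. With an oocyte left out this was fixed by the lack of overlap between these time points and adds no weight. The difference of these lists between 2 h and 24 h before ovulation changed direction with all 15 oocytes, to -0.36 and -0.29, and the cause was not tested. The number of expressed genes per oocyte was 8651 at a count of at least 5 and 8345 with all 15 oocytes. The difference between the levels of the study's gene lists stayed between 3.94 and 4.74. The mean levels of single named genes moved by less than the SD between oocytes in 130 of the other settings and by more in 10.

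No paired analysis was possible because each oocyte came from a different animal. The tests planned for the marker and maternal polyadenylation lists and for GC content and length were not run, as too few genes had a name and no sequence was used, apart from a void test on the 2 named cumulus and granulosa genes. With all 15 oocytes, depth limits the 2 h time point most, where the 3 oocytes outside Supplementary Table S1 had between 175263 and 620910 counts. Among the 11 oocytes its smallest total, 2617518, was above those at 24 h before ovulation (824854) and 19-23 h after oestrus detection (1071109), and its limit there is the number of 2 oocytes.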

Differences from the paper's values

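Of the paper's values for the number of genes, the total count and CpG methylation, none differed from the value computed here by more than 1.5 times. Smaller differences and values that the tables cannot hold were as follows.

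The paper gives 11273 expressed genes for the DF group, and 13853 genes had a summed count above 1 over the same oocytes. The paper's number equals the highest single oocyte of Supplementary Table S1, and 13912, its number for >120 μm oocytes, equals the highest single oocyte of that group in the table. The column of expressed genes in Supplementary Table S1, described as more than 1 count, equals the number of genes with a count above 0 in 11 of 11 DF oocytes, and with a count above 1 in 0 of 11. Its mean of 10109.9 is 9605 with a count above 1.

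The paper's text gives 8414 genes for the comparison and its supplementary methods give 8814. The adjusted and unadjusted p of the first-ranked gene of Supplementary Table S2 have the ratio that 8414 tests give.

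In Supplementary Table S1 the mean of reads passing filters is given as 4562130 for >120 μm and 3411240 for DF, while the rows labelled DF average 4562126 and those labelled >120 average 3411236. In 4 of 14 rows labelled >120 the total count exceeds the reads passing filters, which a count of those reads cannot do, and in 0 of the DF rows.

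The paper's text gives a CpG methylation of 43.81% for DF oocytes, and the 9 DF rows of Supplementary Table S3 average 44.5%. For >120 μm oocytes the text gives 44.11%, the 12 rows average 44.1%, and the summary row of the table gives 0.4111 as a fraction. The paper states that all differentially expressed genes were the background of the enrichment. The table's own p-values are matched by a background of 6263 genes, at 7.4e-08 for oxidative phosphorylation and 1.4e-05 for the carbohydrate catabolic process, while Supplementary Table S2 lists 1829 differentially expressed genes.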

Other observations

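The tests of splits, of the tools on simulated counts with the spread of the oocytes, of a single mislabelled oocyte, of a shift shared with ribosomal protein genes, of the spread within time points, of the level against >120 μm oocytes and of methylation were chosen after the results were seen.

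The paper pools the DF oocytes, and their time points were compared here. The quasi-likelihood test of edgeR called 0 genes for each pair of time points, although the numbers at an unadjusted p under 0.05 were 1242 between 19-23 h after oestrus detection and 24 h before ovulation, 927 between 2 h and 24 h before ovulation and 1761 between 2 h before ovulation and 19-23 h after oestrus detection. DESeq2 called 469, 349 and 912 genes and the likelihood ratio test 361, 139 and 701. Over the 3 time points together 1 gene passed, PAM16 (adjusted p = 0.0464 from the quasi-likelihood test), named after its values were seen, in a comparison where the oocytes 2 h before ovulation also differ by the second dose of GnRH, with a mean of 7.57 log2 CPM at 2 h before ovulation, 0.60 at 19-23 h after oestrus detection and 2.91 at 24 h before ovulation. It was not called in 8 of the 11 settings that leave out an oocyte, where no gene was. Of 100 splits, out of 126, of the 9 oocytes collected 24 h before ovulation and 19-23 h after oestrus detection, 6, the real one included, gave as many genes at an unadjusted p under 0.05, so chance cannot be excluded for that number. For called genes all 100 splits gave as many, which was fixed by the real count of 0, so that tally says nothing. A split other than the real one, the only split with any calls, did pass genes by the quasi-likelihood test. It also gave more genes at an unadjusted p under 0.05 than the time points did. By these numbers, a division that is not the time points separated the 9 oocytes more strongly.

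The tools did not run on the same genes, since DESeq2 was run on 14321 and the edgeR tests on 10198. On 14321 genes the quasi-likelihood test called 234, 1 and 371, so the distance between 0 and the calls of DESeq2 mixes the filter and the tool. On simulated counts all tools ran on 10198 genes. With the mean dispersion of single genes in the oocytes, 1.04, between 19-23 h after oestrus detection and 24 h before ovulation, DESeq2 called 152 of 200 changed genes and 54 unchanged genes, the likelihood ratio test 119 and 8, and the quasi-likelihood test 60 and 0. With their common dispersion, 0.773, DESeq2 called 175 changed and 36 unchanged genes, the likelihood ratio test 157 and 3, and the quasi-likelihood test 139 and 0. The share that the quasi-likelihood test finds thus depends on the dispersion assumed, and it missed changed genes at both. With the dispersion of 1.04, DESeq2 called 82 changed and 56 unchanged genes between 2 h and 24 h before ovulation. Between 2 h before ovulation and 19-23 h after oestrus detection it called 84 changed and 64 unchanged genes. Part of the 469, 349 and 912 calls of DESeq2 may therefore be false.

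The lower level of the 13 oxidative phosphorylation genes at 19-23 h after oestrus detection than at 24 h before ovulation did not pass 0.05 after adjustment over the 9 comparisons. Exact tests with the 2 h group cannot reach 0.05, so the adjustment left little room to pass and the failure says little. The result covers 76.5% of the row, under the minimum of 80%, and remains a hypothesis about these 13 genes. Several technical explanations were weighed. Library depth is argued against by a difference of -2.35 on thinned counts (exact permutation p = 0.0159), and scaling of the libraries by a smallest difference of -2.37 under the other scalings. A difference of -1.84 without T1.2, the oocyte that moved it most, argues against 1 mislabelled or failed oocyte as the whole cause. The exact permutation p was at most 0.0357 whichever oocyte was left out. That was fixed by the lack of overlap between the time points and adds no weight. A swap of labels between oocytes was not tested. How far a few abundant transcripts filled each library was not weighed either. A shift shared with ribosomal protein transcripts remains, since the difference beyond the ribosomal protein genes was -0.42 (exact permutation p = 0.238). Such a shift could come from capture by the poly-A tail, from the RNA of the oocytes or from their biology, and these were not separated. RNA from cumulus or granulosa cells cannot be told apart, because only STAR and CD44 of that list could be named, and their summed CPM differed by 40.4 (exact permutation p = 0.571). The day of slaughter follows these time points and cannot be told apart from them. The animal trial of each oocyte is not given in the paper's text, so a batch that follows the time points stays open, as do GC content and gene length, which were not tested.

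A hypothesis is that the level of the DF group in the study comes from the oocytes 24 h and 2 h before ovulation. The paper's mean over the 13 genes is 9.47 in DF and 7.65 in >120 μm oocytes, a difference of 1.82 on a scale the table does not name. The 4 oocytes 19-23 h after oestrus detection lay -1.83 from the mean of the 11. Moving the paper's DF level by this distance would leave it -0.011 from the paper's >120 μm level, within the SD of 0.88 of these 4 oocytes. The paper's log2 fold changes for the same genes average 2.52, and from these the 4 oocytes would lie 0.69 above the >120 μm level, also within that SD. The result thus depends on which of the paper's columns is used and rests on an indirect comparison of values from 2 sources, so the hypothesis stays open. Across 718 genes, which are not independent replicates, the paper's DF level rose by 1.06 per log2 CPM.

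The 4 oocytes 19-23 h after oestrus detection were closer to each other than the 5 collected 24 h before ovulation, but not beyond what other divisions of the 9 oocytes gave. The difference in mean distance was -61.1 on thinned counts (exact permutation p = 0.0952) and -35.5 over the genes with at least 10 counts in every oocyte (exact permutation p = 0.127). Whether depth or genes with low counts could account for it cannot be told apart, because the pattern itself was not past its threshold.

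Of the marker lists, the values of the few genes that could be named are given without a further test. All were picked by the study from these libraries. The mean level in the 11 DF oocytes was 12.09 log2 CPM for OOSP2, 8.97 for FIGLA and 8.47 for KPNA7 of the oocyte list, 7.42 for STAR and 0.70 for CD44 of the cumulus and granulosa list, 3.25 for CSF1R of the leukocyte list, and 9.86 for TPX2 and 8.21 for CNOT6L of the maternal polyadenylation list. No gene of the erythrocyte list could be named.

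In the paper's Supplementary Table S3, CpG methylation was 44.5% ± 6.88 (SD, n = 9 libraries) in DF and 44.1% ± 2.78 (SD, n = 12) in >120 μm oocytes, from the paper's values (exact permutation test, p = 0.872). T3.2 is listed in 2 rows, with 42.95% and 33.95%, so the 9 rows carry 8 different names and are not all independent. With the rows of T3.2 averaged, the mean in DF was 45.2% ± 6.53 (SD, n = 8), again from the paper's values (exact permutation test, p = 0.601).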
